A study of Mus musculus with 32 samples. Its data were reported in "Regorafenib enhances antitumor immunity via inhibition of p38 kinase/Creb1/Klf4 axis in tumor-associated macrophages" (2021).

How the data were processed

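Gene expression was measured by RNA sequencing in 32 liver tumours grown from BNL-MEA cells, a mouse liver cancer line, in the livers of BALB/c mice. Libraries were prepared with a stranded mRNA kit and sequenced as read pairs. The authors removed adapters with cutadapt, aligned the reads to the mouse genome (GRCm38) with STAR and had STAR count the reads of each Gencode gene. The deposited values are raw counts per gene and library, without normalization or filtering. Which strand column of the STAR output was taken is not stated. The authors went on to TMM normalization, limma and gene set enrichment. Their normalized values were not used here, and every result starts from the counts. The macrophage cultures and the subcutaneous tumour model of the study were not analysed here.

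The count tables held 54446 genes. Of these, 54409 gene identifiers (99.93%) were matched to coordinates of a Gencode annotation on the same genome build. The groups, the replicate numbers and the experiment of each library were taken from the sample labels. Total counts per library were between 16.8 M and 27.7 M. Libraries of the same group were checked for duplication with a chi-square test of their counts: the statistic per degree of freedom was between 14 and 918.5 over 36 pairs, so none was counted as a duplicate. Replicate numbers were checked for pairing across groups. Deviations from the group means correlated above 0.1 in 2 of 9 same-number pairs of the dose experiment, 4 of 9 of the DC-101 experiment and 6 of 18 of the anti-PD1 experiment, so the numbers were not treated as pairs.

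Within each experiment, all groups were fitted together with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and the robust quasi-likelihood F-test (2-sided) gave p-values that were adjusted by the Benjamini-Hochberg method. The threshold was an adjusted p of 0.05, and the number of genes at an unadjusted p under 0.05 is given beside each count. This left 16525 genes in the dose experiment, 16138 in the DC-101 experiment and 16615 in the anti-PD1 experiment. For regorafenib at 5 mg/kg/day against vehicle, a fit over all 3 experiments had the experiment as a term (15562 genes), and a further F-test asked whether the change differed between the experiments. Log2 CPM (counts scaled to the TMM-adjusted library total) for plots and scores were computed with a prior count of 2. A group with at most 3 counts in every library was treated as at the floor, and a fold against it is a lower bound. The reads carried no molecular identifiers, so floors cover counting error only.

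Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, on lists with at least 5 tested genes, with Benjamini-Hochberg adjustment over the lists of a comparison. There were 18 lists. Of their 468 entries, 463 were matched, and 32 genes were in more than 1 list. The study's curated literature lists were an M1 macrophage signature, an IL-6 signature, genes higher in M1 than in M2 macrophages and genes higher in M2 than in M1 macrophages. The other 14 lists were written from general knowledge: T cell and cytotoxicity, antigen presentation, macrophage, interferon response, TNF and NF-kB targets, endothelial, angiogenic sprouting, hypoxia, proliferation, hepatocyte, erythrocyte, fibroblast and matrix, B cell and plasma cell, and neutrophil. The score of a list in a library is the mean log2 CPM of its tested genes. For the fit over 3 experiments, list scores were also compared by a 2-sided permutation test with 100000 permutations of the treatment within experiments.

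The comparisons, tests, lists and most alternatives were fixed before the data were examined. Named genes follow a fixed rule. They are a panel of 21 genes taken from the study's question and, for each comparison, up to 3 rises and 3 falls that were largest among genes past the threshold with a mean log2 CPM of at least 0 and groups that did not overlap. Where no gene was past the threshold, the 2 genes with the smallest unadjusted p are named. The study saw several panel genes in these libraries, so counts adjusted over the list alone are not independent evidence. Ccl12 is named by the rule for the fit over 3 experiments, and its values in other comparisons were looked up after that.

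Log2 changes were compared between comparisons by Pearson's r across genes, and genes are not independent replicates. For comparisons that share their vehicle libraries, r was set beside simulated unchanged groups, since a shared control gives a positive r by itself. Their controls were simulated as well, and all libraries were drawn from the vehicle means. Each gene was drawn independently, so the simulated r leaves out differences that many genes share between real libraries. For every comparison, the libraries were also regrouped, over all splits where there were at most 100 and otherwise over 100 of them, the real one and random ones (75 for the fit over 3 experiments). Tested on simulated data with 200 changed genes at a log2 change of 2, the code recovered 75% of them in the dose experiment, 79.5% in the DC-101 experiment, 62% in the anti-PD1 experiment and 96% in the fit over 3 experiments. False calls were 7.4%, 1.9%, 1.6% and 1.5% of the calls, and 3 simulated comparisons without a change gave 0 calls.

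The simulated changed genes had a mean log2 CPM above 1, so the shares say nothing about weaker genes. Each gene was simulated independently, without the differences that many genes share between real libraries. The simulated false calls thus give no error rate for the real libraries. The alternatives tried, 1 choice at a time, were size factors of DESeq2 1.42.0, scaling by the total count, no filter beyond 1 count in any library, at least 10 counts in every library, the DESeq2 test, limma-voom, the hepatocyte list score as a covariate, the replicate number as a block, only the 2 groups compared, leaving out each library, leaving out each experiment, and for lists camera with an estimated correlation, fry and enrichment on signal to noise with fgsea 1.28.0. Chosen after seeing the data were leaving out each library of the fit over 3 experiments, the permutation of list scores, the regroupings for comparisons with a shared vehicle group, and, for the anti-PD1 experiment and the fit over 3 experiments, the mitochondrial share of counts as a covariate.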

Results

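Expression was measured in 32 liver tumours in 10 groups and 3 experiments. The dose experiment held vehicle (n = 4), regorafenib at 5 mg/kg/day (low dose, n = 3) and regorafenib at 20 mg/kg/day (high dose, n = 3). Regorafenib is an oral inhibitor of several kinases, among them the VEGF receptors. The DC-101 experiment held vehicle (n = 4), low dose regorafenib (n = 3) and DC-101 (n = 3), an antibody against mouse VEGFR2 given at 800 ug on days 1, 3 and 5. The anti-PD1 experiment held vehicle, low dose regorafenib, an antibody against the T cell receptor PD1, and the combination of both (n = 3 each). The labels give each experiment as a batch, so treatments were compared within experiments, and only the low dose was compared over all 3.

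Total counts were 16.8 M to 27.7 M per library in the dose experiment, 17.9 M to 25.5 M in the DC-101 experiment and 20.5 M to 25.3 M in the anti-PD1 experiment. Between 21417 and 24321 genes had a count. The hepatocyte list score, the mean log2 CPM of 40 hepatocyte genes, was from 4.57 to 11.54 in the dose experiment, from -0.04 to 9.56 in the DC-101 experiment and from 4.36 to 9.23 in the anti-PD1 experiment. Within the vehicle group of the DC-101 experiment alone it was between -0.04 and 6.55. Alb had from 11.4 to 18900 CPM over all libraries. The first principal component held 66.9%, 62.7% and 33.8% of the variance in the dose, DC-101 and anti-PD1 experiments. High dose replicate 1 had the smallest TMM factor (0.678), the largest share of counts in its top 10 genes (11.9%) and the largest mitochondrial share (5.37%).

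**Figure D1:**
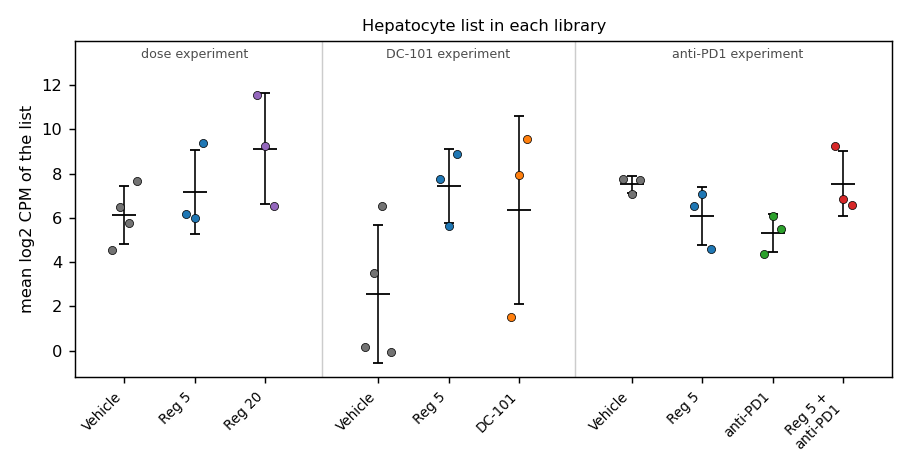
Hepatocyte list score (mean log2 CPM of 40 genes) by group in the 3 experiments, with points for libraries, horizontal marks for means and bars for the SD. Scores were spread from -0.04 to 6.55 within the vehicle group of the DC-101 experiment, and the largest, 11.54, was in the high dose group.

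Low dose regorafenib against vehicle was measured in all 3 experiments, and the fit over them (9 against 11 libraries) asked which genes changed in common. At an adjusted p under 0.05 (edgeR, 2-sided) it gave 276 of 15562 genes, 114 higher and 162 lower, with 2483 at an unadjusted p under 0.05, where chance gives 778. Regrouped libraries gave up to 3665 unadjusted, and 4 of 75 groupings, the real one included, gave at least 2483. The alternative that moved this count by the largest factor was leaving out the DC-101 experiment, which gave 17 genes, while the DESeq2 test gave 892 and the mitochondrial covariate 884. Leaving out single libraries gave from 158 to 313. The count fell by more than 1.5 times without each of 8 libraries: vehicle replicates 1 (172) and 4 (159) and low dose replicates 1 (160) and 2 (158) of the DC-101 experiment, and vehicle replicates 1 (169) and 3 (171) and low dose replicates 1 (174) and 2 (165) of the dose experiment.

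The largest rises were those of 3 genes. Ccl12 (ENSMUSG00000035352.3, protein coding, GRCm38 chromosome 11, 82101845 to 82103400) rose by a log2 change of 2.28 (SE 0.26, adjusted p 0.000115), from a mean log2 CPM of 4.35 ± 0.78 (SD, n = 11) to 6.75 ± 0.38 (n = 9). Ccl7 (ENSMUSG00000035373.2, protein coding, chromosome 11, 82045712 to 82047525) rose by 2.13 (SE 0.29, adjusted p 0.000416), from 3.05 ± 0.62 to 5.15 ± 0.81. Gpr84 (ENSMUSG00000063234.5, protein coding, chromosome 15, 103308235 to 103310612) rose by 2.11 (SE 0.44, adjusted p 0.0187), from 1.2 ± 1.55 to 3.67 ± 0.48. Among the falls, Tmem255a (ENSMUSG00000036502.14, protein coding, chromosome X, 38196573 to 38252439) changed by -2.83 (SE 0.35, adjusted p 0.00021), from 1.56 ± 0.74 to -0.98 ± 0.54. Stc1 (ENSMUSG00000014813.9, protein coding, chromosome 14, 69029238 to 69041804) changed by -2.45 (SE 0.28, adjusted p 0.000121), from 2.74 ± 0.62 to 0.32 ± 0.71. Cldn5 (ENSMUSG00000041378.2, protein coding, chromosome 16, 18776847 to 18778262) changed by -2.45 (SE 0.28, adjusted p 0.000115), from 3.64 ± 0.63 to 1.34 ± 0.5. Leaving out any 1 library kept these 6 genes past the threshold. Without the DC-101 experiment Ccl7 (1.7) and Gpr84 (1.86) were not past it, and without the dose experiment Gpr84 (2.23) was not.

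Of the panel of 21 genes, 19 were tested in the fit over 3 experiments. Past the threshold were 4 over all genes and 7 adjusted over the list alone, with 9 at an unadjusted p under 0.05. Besides Ccl7, those past it over all genes were Ccl2 (ENSMUSG00000035385.5, protein coding, chromosome 11, 82035571 to 82037453), which changed by 1.56 (SE 0.32, adjusted p 0.015), Pecam1 (ENSMUSG00000020717.19, protein coding, chromosome 11, 106654217 to 106750628), which changed by -1.17 (SE 0.2, adjusted p 0.00385), and Esm1 (ENSMUSG00000042379.8, protein coding, chromosome 13, 113209659 to 113218098), which changed by -1.6 (SE 0.37, adjusted p 0.0318). Mean log2 CPM in vehicle and low dose libraries was 4.65 ± 0.73 (SD, n = 11) and 6.27 ± 0.77 (n = 9) for Ccl2, 6.08 ± 0.55 and 4.93 ± 0.34 for Pecam1, and 4.26 ± 0.63 and 2.59 ± 0.88 for Esm1. Ccl2 and Pecam1 were not past the threshold without the dose experiment (1.74 and -1.3) or without the DC-101 experiment (0.91 and -0.98). Esm1 was not past it without each of 7 libraries, at changes of -1.56 (low dose replicate 3 of the anti-PD1 experiment left out), -1.45, -1.62 and -1.52 (vehicle replicate 2 and low dose replicates 2 and 3 of the DC-101 experiment) and -1.48, -1.57 and -1.55 (low dose replicates 1, 2 and 3 of the dose experiment). It was also lost without the dose experiment (-1.2), without the DC-101 experiment (-1.62), with the hepatocyte covariate (-1.58) and with no filter (-1.59). Klf4 (ENSMUSG00000003032.8, protein coding, chromosome 4, 55527143 to 55532466) changed by -0.68 (SE 0.21, adjusted p 0.0994), from 4.62 ± 0.42 to 3.92 ± 0.64. Tnf (ENSMUSG00000024401.14, protein coding, chromosome 17, 35199381 to 35202007) changed by 1.22 (SE 0.32, adjusted p 0.0553), from 1.05 ± 0.85 to 2.35 ± 0.68, and passed without vehicle replicate 1 (1.38) or 3 (1.33) of the anti-PD1 experiment. Kdr (ENSMUSG00000062960.10, protein coding, chromosome 5, 75932827 to 75978458) changed by -0.46 (SE 0.17, adjusted p 0.172). In this fit Klf4, Tnf and Kdr passed with adjustment over the list alone and not over all genes. Over all genes Klf4 passed under the DESeq2 test (-0.68) and with the mitochondrial covariate (-0.75), and Kdr with the mitochondrial covariate (-0.5). Tnf did so under the DESeq2 test (1.22), under voom (1.4), with the mitochondrial covariate (1.25) and without the anti-PD1 experiment (1.58).

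The other 12 tested panel genes were not past the threshold. Their log2 changes were 0.81 for Cd4, 0.66 for Cd8a, 0.6 for Pdcd1, 0.55 for Gzmb, 0.49 for Cxcl9, 0.38 for Adgre1, 0.24 for Mrc1, 0.03 for Mki67, -0.15 for Arg1, -0.29 for Il6, -0.29 for Nos2 and -0.57 for Vegfa. Without vehicle replicate 3 of the anti-PD1 experiment Arg1 (0.19), Il6 (0.33) and Nos2 (0.17) changed direction. Arg1 also did so without low dose replicates 1 to 3 of that experiment (0.14, 0.03 and 0.16) or vehicle replicate 1 of the DC-101 experiment (0.09). Mki67 did so without vehicle replicate 2 (-0.11), low dose replicate 1 (-0.11) or low dose replicate 3 (-0.05) of the anti-PD1 experiment. Over all fits without 1 library Arg1 was between -0.64 and 0.19, Mki67 between -0.11 and 0.11, Il6 between -1.2 and 0.33 and Nos2 between -1.07 and 0.17. Other changes moved by more than 1.5 times without a library. Cd8a was at 1.03 and Cxcl9 at 1.33 without vehicle replicate 1 of the anti-PD1 experiment, and Vegfa at 0 without its vehicle replicate 3. Mrc1 was at 0.43 without vehicle replicate 2 of that experiment and at 0.15 without low dose replicate 2 of that or of the dose experiment. Without low dose replicate 2 of the DC-101 experiment Cd8a was at 0.28, Pdcd1 at 0.23 and Cxcl9 at 0.25. Cd8a was at 1 without vehicle replicate 3 of the DC-101 experiment, and Cxcl9 at 0.32 without low dose replicate 3 of the dose experiment. Ifng and Il12b had too few counts to be tested over 3 experiments.

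**Figure D2:**
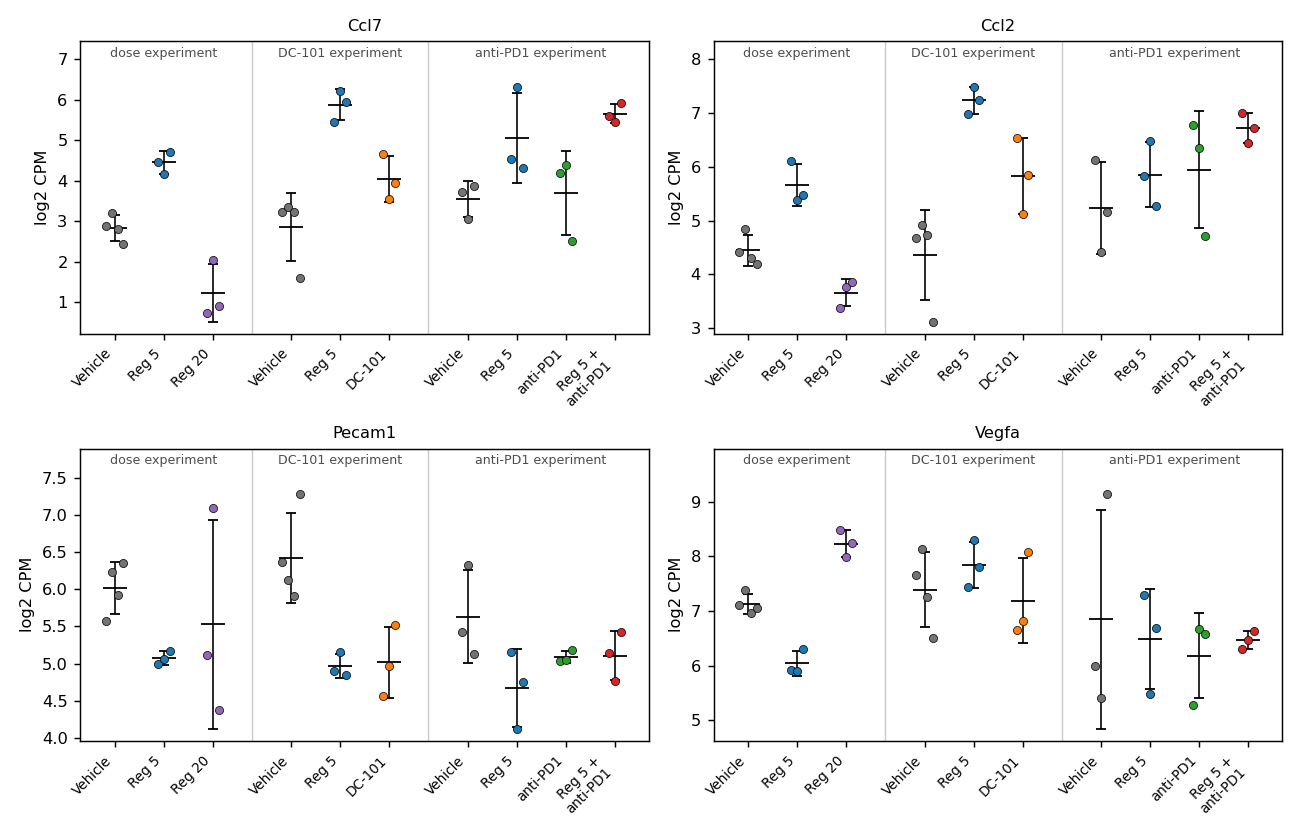
Log2 CPM of Ccl7, Ccl2, Pecam1 and Vegfa by group in the 3 experiments, with points for libraries, horizontal marks for means and bars for the SD. Mean log2 CPM of Ccl7 was higher in low dose than in vehicle libraries in each experiment (4.45 and 2.83 in the dose, 5.87 and 2.85 in the DC-101 and 5.05 and 3.55 in the anti-PD1 experiment).

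Gene lists were tested in the same fit, and 14 of 18 were past the threshold by camera (9 higher, 5 lower). Values are the mean log2 change of a list. The lower ones were endothelial (-0.98, adjusted p 3.48e-38), angiogenic sprouting (-0.73, 1.08e-20), erythrocyte (-1.5, 3.68e-07), fibroblast and matrix (-0.3, 0.00109) and hypoxia (-0.2, 0.0329). Higher were interferon response (0.66, 1.42e-12), hepatocyte (1.46, 1.02e-08), M1 over M2 genes (0.44, 7.95e-08), TNF and NF-kB targets (0.31, 3.68e-07), T cell and cytotoxicity (0.6, 2.3e-06), antigen presentation (0.4, 3.02e-06), B cell and plasma cell (1.19, 3.02e-06), the M1 macrophage signature (0.43, 1.26e-05) and macrophage (0.23, 0.000928). Not past it were the IL-6 signature (0.31, 0.209), neutrophil (0.06, 0.25), proliferation (0.06, 0.554) and M2 over M1 genes (-0.03, 0.738). For the IL-6 signature and the neutrophil list, camera found opposite low dose changes past the threshold within experiments. In the DC-101 experiment they were 1.55 (adjusted p 8.91e-06) and 1.41 (4.78e-07). In the anti-PD1 experiment they were -1.31 (2.73e-07) and -1.59 (5.78e-07). In the dose experiment neither passed (0.19 and -0.16). The alternative that moved the number of lists most was camera with an estimated correlation, with 2 past the threshold, angiogenic sprouting and endothelial. Under fry, 6 held: angiogenic sprouting, B cell and plasma cell, endothelial, erythrocyte, the M1 macrophage signature and TNF and NF-kB targets.

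List scores per library, compared by a 2-sided permutation test within experiments, differed for 5 of 18 lists after adjustment. The difference of the endothelial score was -0.97 (permutation p 6e-05, adjusted 0.00108), below the vehicle mean in 9 of 9 low dose libraries. Angiogenic sprouting differed by -0.72 (permutation adjusted p 0.00324, 9 libraries), B cell and plasma cell by 1.12 (permutation adjusted p 0.0119, 8 libraries), erythrocyte by -1.36 (permutation adjusted p 0.0197, 8 libraries) and the M1 macrophage signature by 0.47 (permutation adjusted p 0.0481, 8 libraries). Of the 18 B cell and plasma cell genes, only 7 were tested in this fit. Expression of the list was low. Over the genes tested within each experiment, its mean vehicle score was -0.55 in the dose, 0.15 in the DC-101 and -0.08 in the anti-PD1 experiment. Whether a score's difference varied between experiments was tested by permutation as well, and the smallest adjusted p was 0.0792, for the IL-6 signature and the neutrophil list.

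Single libraries moved several of these lists. The hypoxia list was not past the threshold in 8 fits that left out 1 library: in the anti-PD1 experiment without vehicle replicate 3 (0.02), low dose replicate 2 (-0.13) or 3 (-0.18), in the DC-101 experiment without vehicle replicate 2 (-0.19) or low dose replicate 1 (-0.18), and in the dose experiment without vehicle replicate 3 (-0.2) or low dose replicate 1 or 2 (-0.17 each). The neutrophil list passed without vehicle replicate 3 of the anti-PD1 experiment (0.26). Antigen presentation rose to 0.65 without vehicle replicate 1 of that experiment, and the TNF list to 0.48 without its vehicle replicate 3. Without low dose replicate 2 of the DC-101 experiment the TNF list was at 0.18, the M1 macrophage signature at 0.24 and the T cell list at 0.37. Without low dose replicate 3 of the dose experiment the hepatocyte list was at 0.75. Over all fits without 1 library the IL-6 signature was between 0.01 and 0.49, the neutrophil list between -0.15 and 0.26, the proliferation list between 0 and 0.1 and M2 over M1 genes between -0.06 and 0.06.

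**Figure D3:**
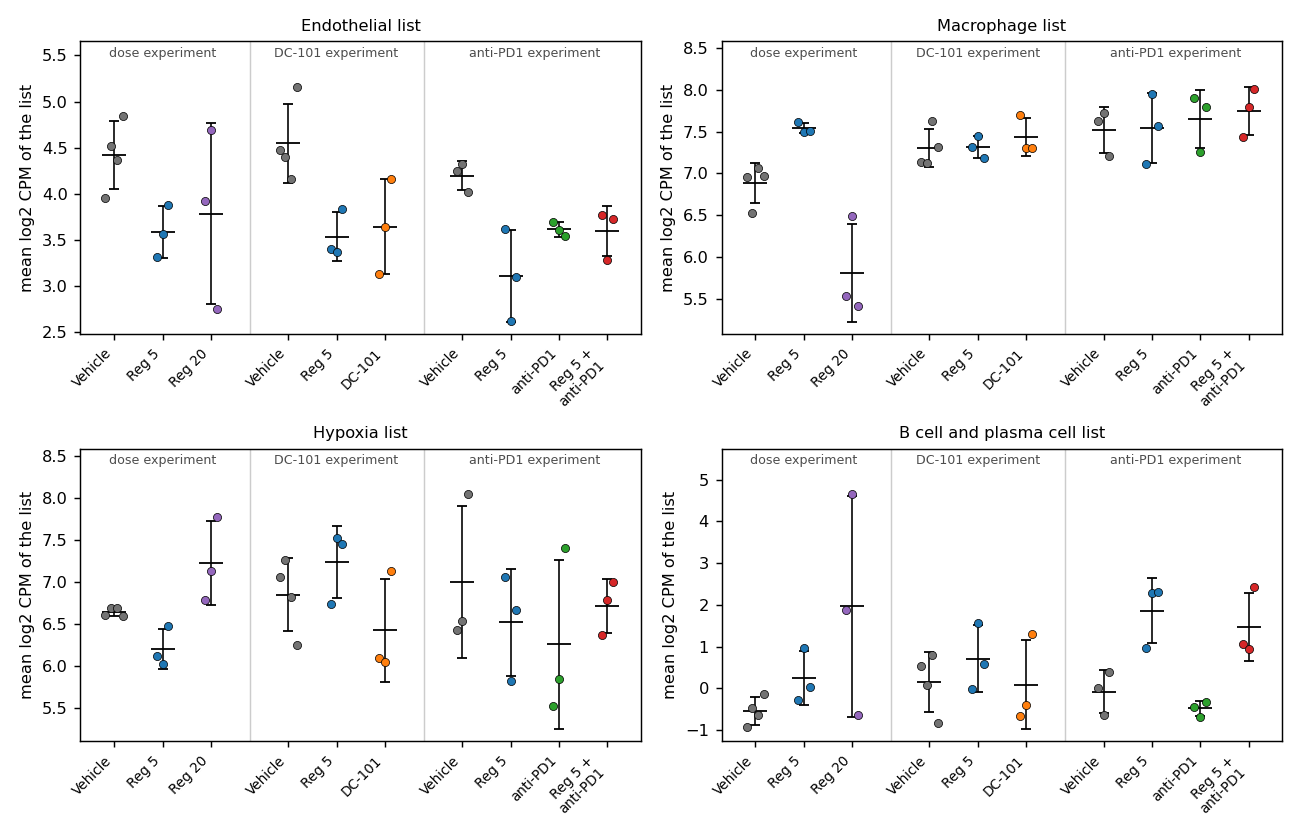
Scores (mean log2 CPM) of the endothelial, macrophage, hypoxia and B cell and plasma cell lists by group in the 3 experiments, with points for libraries, horizontal marks for means and bars for the SD. The mean endothelial score at the low dose minus that in vehicle was -0.82 in the dose, -1.02 in the DC-101 and -1.09 in the anti-PD1 experiment.

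**Figure D4:**
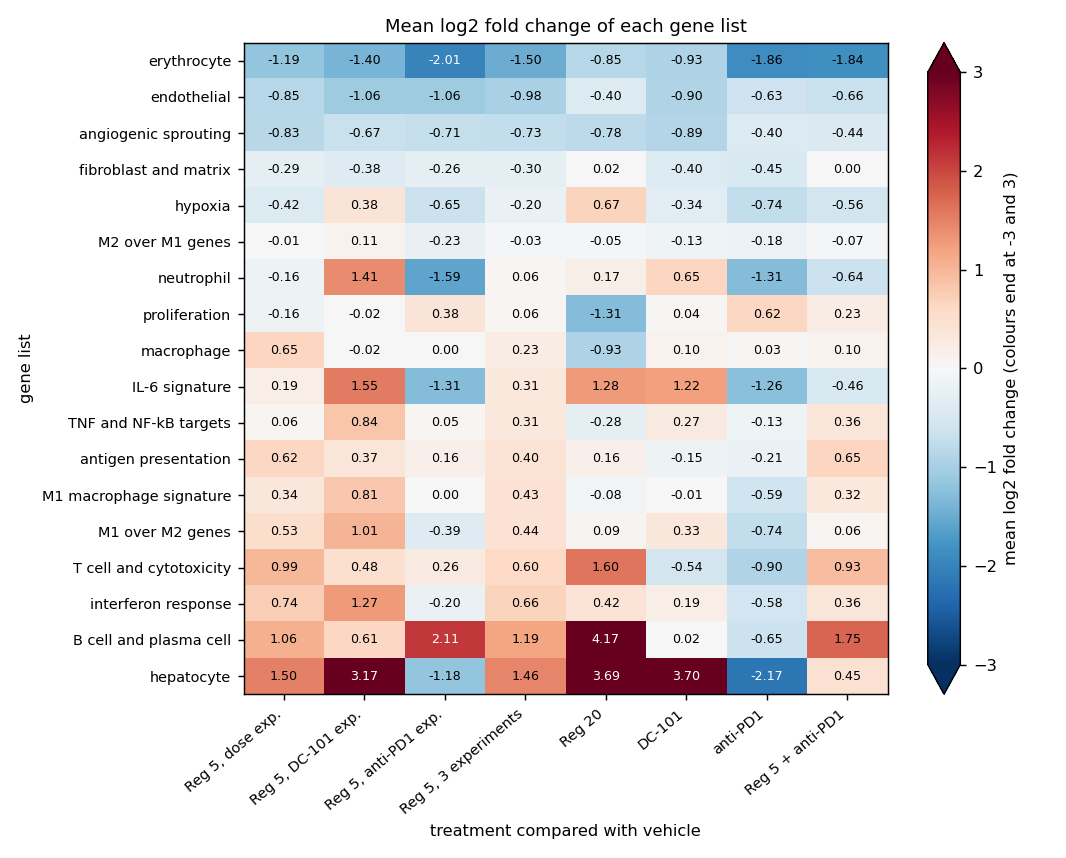
Mean log2 change against vehicle of 18 lists (vertical axis) for each treatment and for the low dose over 3 experiments (horizontal axis), as colour and number, with colours ending at -3 and 3. The endothelial list was lower throughout, between -1.06 (low dose, DC-101 and anti-PD1 experiments) and -0.4 (high dose), while the hepatocyte list was between -2.17 (anti-PD1) and 3.7 (DC-101).

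Whether the low dose change differed between the experiments was asked gene by gene. It did so at an adjusted p under 0.05 for 0 of 15562 genes, with 1481 at an unadjusted p under 0.05 and 0 of the 19 tested panel genes adjusted over the list alone (3 unadjusted). The smallest p-values were those of Arhgef3 (ENSMUSG00000021895.10, protein coding, chromosome 14, 27114899 to 27403911) and Purg (ENSMUSG00000049184.6, protein coding, chromosome 8, 33386325 to 33417467), each at an adjusted p of 0.392. Across genes, which are not independent replicates, low dose log2 changes correlated with r 0.51 between the dose and DC-101 experiments (15624 genes), 0.08 between the dose and anti-PD1 experiments (15738 genes) and -0.09 between the DC-101 and anti-PD1 experiments (15792 genes). Random regroupings within experiments gave an r as large in 13, 42 and 67 of 100. With the hepatocyte score as a covariate the r with the anti-PD1 experiment was 0.33 for the dose and 0.38 for the DC-101 experiment.

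The dose experiment asked how the doses differ. Low dose against vehicle gave 0 of 16525 genes at an adjusted p under 0.05 and 817 at an unadjusted p under 0.05 (chance 826). The smallest p-values were those of Egr1 (ENSMUSG00000038418.7, protein coding, chromosome 18, 34859823 to 34864984), at a change of -1.34 (SE 0.18) from 6.8 ± 0.12 (SD, n = 4) to 5.44 ± 0.32 (n = 3), and Cdh6 (ENSMUSG00000039385.5, protein coding, chromosome 15, 13028701 to 13173675), at -2.66 (SE 0.39) from 2.67 ± 0.26 to 0.03 ± 0.64, each with an adjusted p of 0.268. Of 20 tested panel genes 10 were past the threshold adjusted over the list alone and 11 unadjusted. Lists past it were 14 of 18, led by interferon response (0.74, adjusted p 4.88e-27), T cell and cytotoxicity (0.99, 3.77e-24), angiogenic sprouting (-0.83, 1.07e-19) and macrophage (0.65, 1.37e-16). Angiogenic sprouting alone held under fry and under an estimated correlation.

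High dose against vehicle gave 2582 genes at an adjusted p under 0.05, 1455 higher and 1127 lower, and 6621 at an unadjusted p under 0.05. The count depended on every library and on the groups fitted. It was 38, 83, 15 and 26 without vehicle replicates 1 to 4 in turn, 956 and 537 without high dose replicates 1 and 2, and 7030 without high dose replicate 3. Scaling by the total count, which moved the median log2 change of all genes from 0.02 to -0.13, gave 282 genes. The larger direction also depended on the choice. Falls were more with voom (458 higher, 891 lower), the hepatocyte covariate (59 and 108) and no filter (198 and 218). They were also more without each vehicle library or high dose replicate 2. The replicate block left 1 gene and fitting only the groups compared left 4, too few to give a direction. Rises were more under the DESeq2 test (3378 and 1897), both other scalings, at least 10 counts in every library, and without high dose replicate 1 or 3. The largest rises were uneven between libraries. B930025P03Rik (ENSMUSG00000109473.1, lincRNA, chromosome 8, 10870422 to 10882454) had 0 to 1 counts in vehicle and 2 to 432 in high dose libraries, so the mean was at least 35.3-fold higher, but the lowest high dose library was below the floor (adjusted p 0.0436). Ighg2c (ENSMUSG00000076612.8, immunoglobulin constant gene, chromosome 12, 113285325 to 113288932) had 0 to 2 and 2 to 527 counts, a mean at least 43.9-fold higher with the lowest library below the floor (adjusted p 0.0367). Gm31583 (ENSMUSG00000115919.1, lincRNA, chromosome 16, 24085083 to 24090089) had 0 to 7 and 41 to 1961 counts, a log2 change of 8.35 (SE 2.01, adjusted p 0.0396).

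Among the falls at the high dose, Clca2 (ENSMUSG00000036960.10, protein coding, chromosome 3, 145070263 to 145099443) had 0 to 2 counts against 42 to 75 in vehicle, which was at least 18.2-fold higher (adjusted p 0.0121). Kcne3 (ENSMUSG00000035165.14, protein coding, chromosome 7, 100176502 to 100184869) changed by -4.08 (SE 0.43, adjusted p 0.0109), from 3.84 ± 0.41 (SD, n = 4) to -0.09 ± 0.16 (n = 3). Trem1 (ENSMUSG00000042265.13, protein coding, chromosome 17, 48232768 to 48246924) changed by -3.83 (SE 0.42, adjusted p 0.0109), from 2.74 ± 0.53 to -0.88 ± 0.47. Of 20 tested panel genes 5 were past the threshold over all genes, 9 adjusted over the list alone and 11 unadjusted. Vegfa (ENSMUSG00000023951.17, protein coding, chromosome 17, 46016993 to 46032369) changed by 1.12 (SE 0.17, adjusted p 0.0187), Esm1 by -3.13 (SE 0.48, adjusted p 0.0187), Mrc1 (ENSMUSG00000026712.3, protein coding, chromosome 2, 14229392 to 14332057) by -1.42 (SE 0.27, adjusted p 0.0277), Ccl7 by -1.52 (SE 0.36, adjusted p 0.0376) and Adgre1 (ENSMUSG00000004730.15, protein coding, chromosome 17, 57358691 to 57483527) by -1.21 (SE 0.32, adjusted p 0.0433). None of these 5 stayed past the threshold under every alternative. Ccl7, Adgre1 and Mrc1 were not past it without each of vehicle replicates 1 to 4. Ccl7 and Adgre1 were also lost without high dose replicate 1. Esm1 was lost without vehicle replicate 2, 3 or 4, and Vegfa without vehicle replicate 1, 3 or 4. The hepatocyte covariate lost all but Esm1, and the replicate block and fitting only the groups compared lost all 5. Vegfa was at 140 ± 17.9 CPM in vehicle (SD, n = 4), 66.2 ± 10.8 at the low dose and 303 ± 51.9 at the high dose (n = 3 each). Lists past the threshold were 10 of 18, led by proliferation (-1.31, adjusted p 5.08e-15), T cell and cytotoxicity (1.6, 9.14e-12), macrophage (-0.93, 2.82e-09) and hepatocyte (3.69, 1.18e-08). The hepatocyte list was at 1.89 without high dose replicate 1. Angiogenic sprouting, macrophage, proliferation and T cell and cytotoxicity held under fry, and none of the 18 under an estimated correlation.

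High against low dose (3 against 3 libraries) gave 697 genes, 288 higher and 409 lower at the high dose, with 4842 at an unadjusted p under 0.05. The count was 62, 80 and 284 without low dose replicates 1 to 3 and 4488 without high dose replicate 3. Without the filter it was 309, and with scaling by the total count, which moved the median log2 change from 0.07 to -0.09, it was 198. Rises were led by Gm8113 (ENSMUSG00000089901.1, protein coding, chromosome 14, 43925390 to 43933411), at 6.31 (SE 1.41, adjusted p 0.0439), A530020G20Rik (ENSMUSG00000097124.2, antisense, chromosome 3, 121531619 to 121536206), at 5.03 (SE 1.07, adjusted p 0.0392), and Ntrk2 (ENSMUSG00000055254.15, protein coding, chromosome 13, 58806569 to 59133970), at 5.03 (SE 0.98, adjusted p 0.0301). These rises rested on single libraries, and Gm8113 had from 21 to 895 counts in high dose libraries. Over fits without 1 library the smallest changes were 3.33 for Gm8113, 3.24 for A530020G20Rik and 3.77 for Ntrk2. All 3 were not past the threshold without each of low dose replicates 1 to 3. Falls were led by Gpr84 at -5.36 (SE 0.62, adjusted p 0.00546), Trem1 at -4.48 (SE 0.44, adjusted p 0.00464) and Ch25h (ENSMUSG00000050370.4, protein coding, chromosome 19, 34473778 to 34475164) at -4.08 (SE 0.38, adjusted p 0.00457). Mean log2 CPM at the low and the high dose was 3.64 ± 0.5 and -1.65 ± 1 (SD, n = 3 each) for Gpr84 and 5.43 ± 0.24 and 1.28 ± 0.7 for Ch25h. Of 20 tested panel genes 6 were past the threshold over all genes and 6 adjusted over the list alone: Vegfa (2.2, adjusted p 0.00395), Mrc1 (-2.36, 0.00678), Ccl7 (-3.14, 0.00767), Ccl2 (-2.02, 0.00781), Adgre1 (-2.06, 0.0188) and Nos2 (2.79, 0.0249). Ccl12 changed by -4.03 (adjusted p 0.00678).

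Between the doses, 12 of 18 lists were past the threshold, led by macrophage (-1.58, adjusted p 3.24e-21), proliferation (-1.15, 2.99e-14), hypoxia (1.09, 3.57e-10) and hepatocyte (2.2, 0.000124). Hypoxia, the M1 macrophage signature, macrophage, proliferation and TNF and NF-kB targets held under fry, and 0 under an estimated correlation. Without high dose replicate 1 the hepatocyte list (0.39) was not past the threshold and proliferation was at -0.75. The hepatocyte list was at 4.14 without low dose replicate 3, and hypoxia was at 0.72 without high dose replicate 3. The log2 changes of both doses against their shared vehicle libraries correlated with r 0.58 across 16525 genes, where simulated unchanged groups gave 0.42 and 51 of 100 regroupings gave an r as large.

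The DC-101 experiment asked which changes regorafenib has in common with blockade of VEGFR2. Low dose regorafenib against vehicle gave 4 of 16138 genes, with 2766 at an unadjusted p under 0.05. Dok2 (ENSMUSG00000022102.13, protein coding, chromosome 14, 70766036 to 70778495) changed by 2.37 (SE 0.25, adjusted p 0.0229), from 2.85 ± 0.28 (SD, n = 4) to 5.22 ± 0.12 (n = 3). Ltb4r1 (ENSMUSG00000046908.5, protein coding, chromosome 14, 55765962 to 55768494) changed by 1.89 (SE 0.2, adjusted p 0.0229), from 0.57 ± 0.17 to 2.41 ± 0.06. Igfbp3 (ENSMUSG00000020427.11, protein coding, chromosome 11, 7206086 to 7213923) changed by -2.84 (SE 0.33, adjusted p 0.0433), from 8.29 ± 0.47 to 5.47 ± 0.39. Msrb3 (ENSMUSG00000051236.13, protein coding, chromosome 10, 120781096 to 120899101) changed by -0.99 (SE 0.1, adjusted p 0.0229), from 6.87 ± 0.12 to 5.87 ± 0.17. Each of the 7 fits that left out 1 library gave 0 genes. Of 19 tested panel genes 0 were past the threshold over all genes, 4 adjusted over the list alone (Ccl2, Ccl7, Pecam1 and Tnf) and 5 unadjusted. Lists past it were 12 of 18, led by hepatocyte (3.17, adjusted p 1.09e-17), interferon response (1.27, 1.82e-16), endothelial (-1.06, 6.4e-14) and M1 over M2 genes (1.01, 4.82e-11), and 0 held under fry or an estimated correlation. Without vehicle replicate 3 the hepatocyte list was at 5.74.

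DC-101 against vehicle gave 0 of 16138 genes and 2131 at an unadjusted p under 0.05. The smallest p-values were those of Igfbp3, at -2.28 (SE 0.32) to 6.02 ± 0.45 (SD, n = 3), and Dglucy (ENSMUSG00000021185.16, protein coding, chromosome 12, 100779057 to 100896981), at 0.72 (SE 0.12) from 4.27 ± 0.11 (n = 4) to 4.99 ± 0.11, each with an adjusted p of 0.309. Pecam1 was the 1 panel gene past the threshold adjusted over the list alone (-1.45), and 4 were so unadjusted. Lists past it were 10 of 18, led by hepatocyte (3.7, adjusted p 7.59e-18), endothelial (-0.9, 6.48e-16), angiogenic sprouting (-0.89, 3.08e-15) and fibroblast and matrix (-0.4, 0.000236), and 0 held under fry or an estimated correlation. Without vehicle replicate 2, vehicle replicate 4 or DC-101 replicate 1 the lists past it were 5, 6 and 6. The hepatocyte list was at 6.27 without vehicle replicate 3 and at 2.18 without DC-101 replicate 3. The fibroblast list was at -0.22 without DC-101 replicate 2 and at -0.71 without replicate 3.

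Low dose regorafenib against DC-101 gave 0 genes and 1364 at an unadjusted p under 0.05. Nearest to the threshold were Nt5dc3 (ENSMUSG00000054027.8, protein coding, chromosome 10, 86779005 to 86838389), at 0.72 (SE 0.09), and Ltb4r1, at 1.43 (SE 0.21), each with an adjusted p of 0.389. No panel gene passed, also when adjusted over the list alone, and 3 were under 0.05 unadjusted. Lists past the threshold were 12 of 18, led by interferon response (1.07, adjusted p 4.02e-16), hypoxia (0.72, 4.29e-11), M1 over M2 genes (0.69, 7.23e-09) and TNF and NF-kB targets (0.58, 3.02e-06), and 0 held under fry or an estimated correlation. Without low dose replicate 2, M1 over M2 genes was at 0.43 and the TNF list at 0.27. Without DC-101 replicate 2 the TNF list was at 0.33, and without DC-101 replicate 3 it was at 1.13 and hypoxia at 1.19. The log2 changes of both treatments against their shared vehicle libraries correlated with r 0.86 across 16138 genes. Simulated unchanged groups gave 0.42. All but the most extreme regroupings lay between -0.26 and 0.88, and 5 of 100, the real grouping included, were as large.

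In the anti-PD1 experiment, the share of counts from mitochondrial genes differed within groups. It was 0.92%, 0.26% and 1.9% in vehicle replicates 1 to 3, 2.23%, 0.31% and 1.84% in low dose replicates, 0.68%, 0.52% and 0.37% in anti-PD1 replicates and 2.34%, 1.43% and 1.36% in combination replicates. In the DC-101 experiment it was between 0.99% and 1.4% and in the dose experiment between 1.77% and 5.37%. Each anti-PD1 library was below each combination library. With the share as a covariate, whose slope comes from the spread within all 4 groups, the combination against anti-PD1 had 10 lists past the threshold, 8 of them among the 12 without it. Hepatocyte (2.72), T cell and cytotoxicity (1.72) and B cell and plasma cell (2.45) changed little from their values without it (2.62, 1.83 and 2.4), so a linear effect of the share was not the whole of these changes. Interferon response went from 0.94 to 0.44, and the IL-6 signature, TNF and NF-kB targets, neutrophil and fibroblast and matrix were no longer past the threshold.

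**Figure D5:**
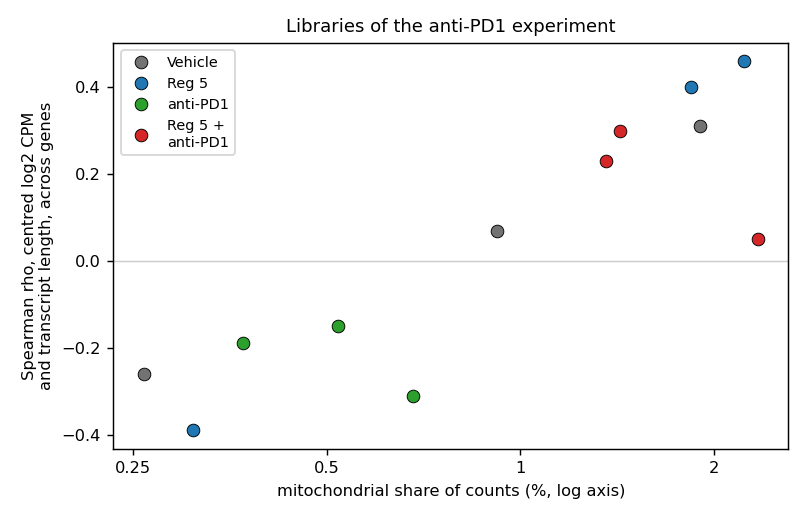
Correlation of log2 CPM (centred on the mean of the experiment) with transcript length (Spearman's rho across genes) against the mitochondrial share of counts (%, log axis) in the 12 libraries of the anti-PD1 experiment, coloured by group. The library with the lowest share, 0.26%, had a rho of -0.26, and the library with the highest, 2.34%, had 0.05, while the largest rho, 0.46, was at 2.23%.

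The anti-PD1 experiment asked whether low dose regorafenib adds to anti-PD1. All gene counts at an adjusted p under 0.05 were 0 of 16615 here, and chance gives 831 at an unadjusted p under 0.05. Low dose regorafenib against vehicle had 1964 genes at an unadjusted p under 0.05. The smallest p-values were those of Igfbp3, at -2.24 (SE 0.32) from 7.42 ± 0.5 to 5.2 ± 0.39 (SD, n = 3 each), and Chil3 (ENSMUSG00000040809.10, protein coding, chromosome 3, 106147554 to 106167564), at -6.38 (SE 1.06) with 236 to 388 counts in vehicle and 0 to 8 at the low dose, each with an adjusted p of 0.246. Lists past the threshold were 10 of 18, led by endothelial (-1.06, adjusted p 1.21e-15), B cell and plasma cell (2.11, 8.21e-15), hepatocyte (-1.18, 3.8e-13) and the IL-6 signature (-1.31, 2.73e-07). B cell and plasma cell, endothelial and the IL-6 signature held under fry, and 0 under an estimated correlation. The hepatocyte list was at -1.78 without low dose replicate 2 and at -0.76 without replicate 3.

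Anti-PD1 against vehicle had 2269 genes at an unadjusted p under 0.05. The smallest p-values were those of A2m (ENSMUSG00000030111.9, protein coding, chromosome 6, 121635376 to 121679227), at -3.93 (SE 0.72), and Arhgap22 (ENSMUSG00000063506.14, protein coding, chromosome 14, 33214026 to 33369934), at 1.1 (SE 0.2), each with an adjusted p of 0.249. There were 9 of 18 lists past the threshold, and 14 without vehicle replicate 2. They were led by hepatocyte (-2.17, adjusted p 4.63e-23), proliferation (0.62, 3.34e-12), erythrocyte (-1.86, 2.42e-05) and the IL-6 signature (-1.26, 4.42e-05). The erythrocyte list was at -3.25 without anti-PD1 replicate 3. With the hepatocyte covariate the erythrocyte list and the IL-6 signature were not past the threshold. Over the alternatives that kept all libraries their smallest changes were -0.65 and -0.63. Neither here nor in the other comparisons with anti-PD1 or the combination did a list hold under fry or an estimated correlation.

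The combination against vehicle had 1362 genes at an unadjusted p under 0.05. Nearest to the threshold were Nipal1 (ENSMUSG00000067219.9, protein coding, chromosome 5, 72647795 to 72671078), at -4.36 (SE 0.73), and Chil3, at -5.8 (SE 1.01), each with an adjusted p of 0.449. Lists past the threshold were 11 of 18, led by B cell and plasma cell (1.75, adjusted p 6.84e-11), T cell and cytotoxicity (0.93, 1.79e-10), endothelial (-0.66, 3.23e-07) and erythrocyte (-1.84, 3.23e-07). The T cell list was at 1.93 without vehicle replicate 1, 0.5 without vehicle replicate 3 and 0.53 without combination replicate 3, and the B cell list was at 0.99 without combination replicate 3.

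The combination against low dose regorafenib had 605 genes at an unadjusted p under 0.05. Nearest to the threshold were Frat1 (ENSMUSG00000067199.4, protein coding, chromosome 19, 41829970 to 41832583), at 1.77 (SE 0.44), and Crip2 (ENSMUSG00000006356.10, protein coding, chromosome 12, 113140236 to 113145506), at 1.4 (SE 0.35), each with an adjusted p of 0.889. There were 13 of 18 lists past the threshold, and 7 without low dose replicate 2. They were led by hepatocyte (1.63, adjusted p 2.24e-23), neutrophil (0.95, 4.59e-07), the IL-6 signature (0.85, 9.48e-07) and interferon response (0.56, 9.48e-07). Without combination replicate 1 the hepatocyte list was at 0.2 and the IL-6 signature at 0.51. Interferon response was at 0.3 and not past the threshold without low dose replicate 2, and at 0.29 without combination replicate 3.

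The combination against anti-PD1 had 1443 genes at an unadjusted p under 0.05. Nearest to the threshold were Ak3 (ENSMUSG00000024782.7, protein coding, chromosome 19, 29020833 to 29047961), at 1.47 (SE 0.21, adjusted p 0.337), and Igkc (ENSMUSG00000076609.2, immunoglobulin constant gene, chromosome 6, 70726435 to 70726966), at 4.5 (SE 0.7, adjusted p 0.37). There were 12 of 18 lists past the threshold, led by hepatocyte (2.62, adjusted p 1.05e-29), T cell and cytotoxicity (1.83, 1.88e-19), B cell and plasma cell (2.4, 6.24e-15) and interferon response (0.94, 4.63e-09). Without combination replicate 1 the hepatocyte list was at 1.19.

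The interaction, the departure of the combination from the sum of the single treatments, had 1794 genes at an unadjusted p under 0.05. Its smallest p-values were those of Itih5 (ENSMUSG00000025780.7, protein coding, chromosome 2, 10153571 to 10256529), at 3.05 (SE 0.53), and Elane (ENSMUSG00000020125.7, protein coding, chromosome 10, 79886247 to 79888215), at 4.1 (SE 0.72), each with an adjusted p of 0.244. Past the threshold were 12 of 18 lists, led by hepatocyte (3.8, adjusted p 1.64e-37), proliferation (-0.77, 5.06e-09), the IL-6 signature (2.11, 8.46e-09) and neutrophil (2.26, 2.74e-08). Without combination replicate 1 the hepatocyte list was at 2.37. Adjusted over the list alone, 0 of the 21 panel genes were past the threshold in each of the 6 tests of this experiment. Unadjusted, 5 were under 0.05 for low dose regorafenib, 5 for anti-PD1, 6 for the combination, 0 for the combination against low dose regorafenib, 6 against anti-PD1 and 2 for the interaction.

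Across 16615 genes, log2 changes against the shared vehicle libraries correlated with r 0.66 between low dose regorafenib and anti-PD1, 0.71 between low dose regorafenib and the combination and 0.5 between anti-PD1 and the combination. Simulated unchanged groups gave 0.5 for each pair, and 24, 11 and 50 of 100 regroupings gave an r as large.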

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

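The tests in this part were chosen before their results were seen. List scores and 5 library measures (total count, genes detected, normalization factor, mitochondrial share and share of the top 10 genes) were compared within the 2 vehicle groups of 4 libraries, and 2 of 46 tests found 1 library far from the others of its group, where chance gives 2.3.

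In the dose experiment, the T cell and cytotoxicity score was 0.54 in vehicle replicate 3, against -0.2 in the nearest and -0.32 in the lowest of the other vehicle libraries. The gap was 0.86 of the range of the group. A few genes of the list did not account for it, since 24 of the 29 tested genes were highest in this library. The depth of the library could have a part in it: its total count was 26.4 M, above the 16.8 M to 24.7 M of the others, and with 1 library depth and tissue cannot be told apart. The labels give no difference between the vehicle mice, so no biological explanation was tested.

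In the same group, the erythrocyte score was 5.13 in vehicle replicate 4, against 3.76 in the nearest and 3.7 in the lowest of the others. The gap was 0.958 of the range. A few genes did not account for it, with 9 of the 10 tested genes highest in this library. Its total count of 24.7 M was within the 16.8 M to 26.4 M of the others, which speaks against depth, but 1 library cannot settle it. Blood left in the piece is a possible explanation that was not tested, as was any biological one.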

How the results depend on the processing

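Chosen only after the results were seen were the tests that left out 1 library over 3 experiments, permuted list scores, regrouped libraries at random for the r of changes or had the mitochondrial covariate. Where no reason is given, the cause was not tested. For low dose regorafenib over 3 experiments, the endothelial and angiogenic sprouting lists and Ccl12, Tmem255a, Stc1 and Cldn5 kept their direction and stayed past the threshold under every alternative run (endothelial from -1.06 to -0.89, angiogenic sprouting from -0.81 to -0.61, Ccl12 from 2.08 to 2.39). Gene counts of 0 in the combination against low dose regorafenib (605 unadjusted) stayed 0 under all 16 alternatives.

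The DESeq2 test gave more genes: 85 for low dose, 5275 for high dose and 3059 for high against low dose in the dose experiment, 1097 for low dose, 373 for DC-101 and 203 for one against the other, 425 for low dose, 614 for anti-PD1, 150 for the combination, 210 for the combination against anti-PD1 and 534 for the interaction in the anti-PD1 experiment, 892 over 3 experiments and 100 for the difference between experiments. Voom gave 1349 for high dose. Total count scaling gave 282 for high dose and 198 for high against low dose. No filter gave 416 and 309, and 12 for low dose in the DC-101 experiment, 10 in the anti-PD1 experiment, 1 for the combination and 153 over 3 experiments. At least 10 counts in every library gave 9 for low dose in the DC-101 experiment, with fewer genes tested.

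The hepatocyte covariate gave 3 genes for low dose and 167 for high dose in the dose experiment, 0 for low dose in the DC-101 experiment, 9 for low dose, 1 for anti-PD1 and 6 for the combination in the anti-PD1 experiment and 172 over 3 experiments. It moved the r of low dose changes with the anti-PD1 experiment to 0.33 and 0.38. The hepatocyte list was not tested with its own covariate. The mitochondrial covariate gave 1 gene for anti-PD1, 1 for the interaction and 884 over 3 experiments. The replicate block gave 1 gene for high dose, 1 for high against low dose and 0 for low dose in the DC-101 experiment, and 6 lists for DC-101. Fitting only the groups compared gave 75 genes for low dose, 4 for high dose and 0 for high against low dose, and 1 for low dose in the DC-101 experiment.

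With fewer samples, the fit over 3 experiments gave 63 genes without the dose and 17 without the DC-101 experiment, and the difference between experiments 1 gene without the anti-PD1 experiment. Leaving out 1 library at a time gave from 15 to 7030 genes for high dose, 62 to 4488 for high against low dose, 0 to 0 for low dose in the DC-101 experiment and 158 to 313 over 3 experiments. It gave 5 to 12 lists for DC-101, 8 to 14 for anti-PD1 and 7 to 15 for the combination against low dose.

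An estimated correlation left 1 list for low dose in the dose experiment, 2 over 3 experiments and 0 elsewhere. Fry left 1 list for low dose, 4 for high dose and 5 for high against low dose, 3 for low dose in the anti-PD1 experiment, 6 over 3 experiments and 0 elsewhere. Enrichment on signal to noise gave 6 lists for DC-101, and permuted list scores gave 5 over 3 experiments.

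Reversals were found over 3 experiments, except for Arg1 at high dose with the hepatocyte covariate (-0.07). For lists the direction is that of the test, against all other genes. With the hepatocyte covariate the IL-6 signature (-0.43, past the threshold, camera adjusted p 0.00923) and the neutrophil list (-0.41, 0.7) reversed. Without the DC-101 experiment the IL-6 signature (-0.47, camera adjusted p 0.0138) and the neutrophil list (-0.73, 0.00605) did, both past the threshold, and so did the hepatocyte list (0.35, 0.93). Without the dose experiment the macrophage list (-0.01), Mrc1 (-0.15), Gzmb (-0.03), Il6 (0.41), Nos2 (0.48) and Cxcl9 (-0.01) did. Without the anti-PD1 experiment the proliferation list (-0.08, past the threshold, camera adjusted p 0.0293), Arg1 (0.78) and Mki67 (-0.22) did. M2 over M1 genes reversed on signal to noise (-0.03) and by list scores (-0.01), and Mki67 under voom (0) and with the mitochondrial covariate (-0.13). Without 1 library M2 over M1 genes was between -0.06 and 0.06, the proliferation list between 0 and 0.1, Arg1 between -0.64 and 0.19, Mki67 between -0.11 and 0.11, Il6 between -1.2 and 0.33 and Nos2 between -1.07 and 0.17.

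In all, the reversals above included, 154 of 823 values of named genes changed in fits other than those that left out 1 library (95 weaker, 49 stronger, 10 reversed), and 133 of 543 values of lists did (119 weaker, 5 stronger, 9 reversed). Without 1 library, 104 of 914 values of genes and 16 of 688 of lists changed.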

Other observations

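The fits with the hepatocyte covariate were set out beforehand, but their use as a test of these patterns was chosen only after the result was seen, as were the tests of macrophage number and of shared reads for the chemokines and those of the mitochondrial share against transcript length, the hepatocyte list and the total count.

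The hepatocyte list varied widely between libraries of the same group. Liver tissue beside the tumour is a candidate explanation: deviations from group means correlated between the hepatocyte list and 14 genes of Kupffer cells and liver sinusoids with r 0.93 over 32 libraries (rho 0.9, permutation p 1e-05 for each, the smallest possible, adjusted 3e-05 over 3 relations). Without the 2 farthest libraries r was 0.9, and within the dose, DC-101 and anti-PD1 experiments it was 0.98, 0.96 and 0.73. Depth did not follow the list (r -0.12, rho -0.1, permutation p 0.538 and 0.654, adjusted 0.538, without the 2 farthest -0.12, within experiments 0.11, -0.39 and 0.03). Slopes on the hepatocyte list were taken within groups of the other 2 experiments, for genes outside the list that were tested in all 3 and had slopes of the same sign in both. These were 1234 of the 2582 genes called at the high dose, and 75.1% of them moved in the direction of their slope, against 64.9% of 7480 genes not called, so liver tissue may carry part of that count.

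At the high dose, liver tissue did not account for all of the lower macrophage list (-0.99 with the hepatocyte covariate), the lower proliferation list (-0.91) or the higher hypoxia list (0.8). Nor did GC content and transcript length, with -0.91, -1.33 and 0.64 after their trend (SD 0.11) was removed. No other split of the libraries gave as large a mean change of these lists (1 of 35 each, the real split). In this experiment the hypoxia list was also lower at the low dose (1 of 35 splits) and higher at the high than at the low dose (1 of 10 splits, the smallest share 3 against 3 libraries can give). At the low dose it was lower in the anti-PD1 experiment as well (-0.65, adjusted p 0.0136, 6 of 10 splits) but higher in the DC-101 experiment (0.38, adjusted p 0.0124, 10 of 35 splits). Over 3 experiments 38 of 75 regroupings gave a change as large, so a change of this list common to the 3 experiments was not shown. An effect of the dose on the tumours stays open as a hypothesis, since 3 high dose libraries carry it.

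Over 3 experiments, the lower endothelial list was not accounted for by liver tissue (-0.97 with the hepatocyte covariate), GC content and length (-0.95 after a trend of SD 0.06) or the mitochondrial share (-1.01 as a covariate), and 1 of 75 regroupings, the real one, was as large. A loss of vessels under regorafenib is a hypothesis in line with these values. It might bring fewer erythrocytes, but within groups the erythrocyte list did not clearly follow the endothelial list (r 0.27, rho 0.32, permutation p 0.16 and 0.0986, adjusted 0.24, without the 2 farthest libraries 0.33, within the dose, DC-101 and anti-PD1 experiments 0.41, 0.3 and 0.1), which keeps this open. For DC-101, 2 of 35 splits gave an endothelial change as large.

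Ccl7, Ccl2 and Ccl12 were higher at the low dose. With the hepatocyte covariate the smallest of their changes was 1.25, and with the mitochondrial covariate 1.56, all 3 past the threshold. The macrophage list rose by 0.23, far less than the 3 genes, so more macrophages alone would not give these changes, while a change in the macrophages or other cells stays open. Shared reads between these related genes were excluded as the source, with 0 words of 50 bases in common between their transcripts. In 1 of 75 regroupings, the real one, the smallest change was as large. At the high dose against vehicle Ccl7 (-1.52) and Ccl12 (-1.97) were lower. The fall of Ccl7 was not past the threshold without each vehicle library or without high dose replicate 1. The same held with total count scaling, no filter, the hepatocyte covariate, the replicate block or only the groups compared. Under DC-101, log2 CPM was above every vehicle library of that experiment for Ccl7 (3.55 to 4.66 against 1.61 to 3.35) and Ccl2 (5.12 to 6.53 against 3.12 to 4.91). For Ccl12 the ranges overlapped (4.61 to 5.83 against 2.85 to 4.72). Ccl7 and Ccl2 were not past the threshold for DC-101, also when adjusted over the panel alone. Each low dose library of that experiment was above each DC-101 library, at 5.46 to 6.22 for Ccl7, 6.97 to 7.48 for Ccl2 and 6.65 to 7.19 for Ccl12. No gene was past the threshold between low dose and DC-101. A rise found only with regorafenib was thus not shown, although log2 CPM was higher at the low dose than under DC-101. A response of the tumours to the low dose is a hypothesis found and tested on the same libraries.

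In the anti-PD1 experiment, the mitochondrial share may reflect uneven recovery of short and long transcripts. Within groups it correlated with the correlation of expression with transcript length at r 0.84 (rho 0.69, exact permutation p 0.0594 and 0.0918 over 1296 arrangements, adjusted over 4 relations 0.119 and 0.184). Without the 2 farthest libraries r was 0.53, and it was -0.46 in the dose and -0.01 in the DC-101 experiment, so the relation was not shown. With 72 ribosomal protein genes r was -0.94 (rho -0.82, exact permutation p 0.0239 and 0.0285, adjusted 0.0956 and 0.114, without the 2 farthest -0.82, other experiments -0.85 and -0.58). Liver tissue did not follow the share (hepatocyte list r -0.06, rho -0.06, exact permutation p 0.905 and 0.917, adjusted the same, without the 2 farthest 0.13, other experiments 0.82 and 0.07). The total count stays open (r 0.34, rho 0.27, exact permutation p 0.515 and 0.546, adjusted 0.687 and 0.728, without the 2 farthest -0.04, other experiments -0.04 and -0.79). These tests are 2-sided. No biological explanation was tested.

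The share mattered for the counts of genes. Splitting the 6 vehicle and low dose libraries by it (up to 0.92% against 1.84% and more) gave 4704 genes at an adjusted p under 0.05, where the real split gave 0 (1964 unadjusted). The share as a covariate was associated with 6778 of 16615 genes. With it the low dose in this experiment still gave 0 genes (3775 unadjusted), and the fit over 3 experiments gave 884, among them all 276 found without it.

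Other splits of the libraries gave as many genes as the real one, counted at an adjusted p under 0.05 where the real count was above 0 and otherwise unadjusted, as follows, the real split included. For low dose, high dose and high against low dose in the dose experiment they were 1 of 35, 1 of 35 and 2 of 10. For low dose, DC-101 and one against the other they were 1 of 35, 1 of 35 and 4 of 10. For DC-101 this is the unadjusted count, and at an adjusted p under 0.05 another split gave 309 genes where the real one gave 0. In the anti-PD1 experiment they were 5, 1, 1, 4 and 1 of 10 for low dose, anti-PD1, the combination, and the combination against each, where 10 splits cannot give a share under 0.1, and 15 of 100 for the interaction. Over 3 experiments they were 1 of 75 (4 of 75 unadjusted), and 29 of 100 for the difference between experiments. Other splits gave up to 1776 genes at an adjusted p under 0.05 for high against low dose (real 697), 2 for low dose against DC-101, 3594 for the interaction and 4846 for the difference between experiments (real 0 for each of the 3, with 1364, 1794 and 1481 unadjusted). As many lists were past the threshold in 3 of 35, 15 of 35 and 4 of 10 splits in the dose experiment, 14 of 35, 22 of 35 and 3 of 10 in the DC-101 experiment, 8, 7, 5, 5 and 2 of 10 and 30 of 100 in the anti-PD1 experiment and 8 of 75 over 3 experiments. The shares were smaller for low dose in the dose experiment (3 of 35) and over 3 experiments (8 of 75). Both were still above 5%, so a number of lists beyond that of regrouped libraries was not shown there. For the comparisons with 10 splits the shares cannot decide this. In the others the number of lists past the threshold by camera is no larger than regrouped libraries often give.

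Many single lists were also matched by other splits in the size of their mean change. Of the lists past the threshold over 3 experiments, the regroupings as large out of 75 were 38 for hypoxia, 17 each for antigen presentation and TNF and NF-kB targets, 15 for T cell and cytotoxicity, 11 each for hepatocyte and fibroblast and matrix, 7 each for interferon response and M1 over M2 genes, 6 for macrophage, 4 for the M1 macrophage signature, 2 for erythrocyte and 1 each for endothelial, angiogenic sprouting and B cell and plasma cell. The hepatocyte list was matched in 5 of 35 splits for high dose, 5 of 10 for high against low dose, 6 of 35 for low dose in the DC-101 experiment, 7 of 35 for DC-101 and 4 of 10 for the combination against low dose. For low dose in the DC-101 experiment interferon response was matched in 5 of 35 and M1 over M2 genes in 3 of 35, and for DC-101 fibroblast and matrix in 7 of 35. For low dose against DC-101, interferon response, M1 over M2 genes and TNF and NF-kB targets were matched in 3 of 10 each. Hypoxia was matched there in 2 of 10. Apart from erythrocyte, endothelial, angiogenic sprouting, B cell and plasma cell and the M1 macrophage signature over 3 experiments, the changes in this paragraph are thus not shown to be larger than regrouped libraries give. For the M1 macrophage signature the measures differ, since its score passed the permutation test within experiments (permutation p 0.0134, adjusted 0.0481) while its mean change was matched in 4 of 75.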
